A study of Mus musculus with 2 samples. Its data were reported in "RISC-mediated control of selected chromatin regulators stabilizes ground state pluripotency of mouse embryonic stem cells" (2016).

How the data were processed

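RNA was measured on 2 one-colour microarrays, 1 for each group. Both groups came from E14Tg2A, a mouse embryonic stem (ES) cell line. EpiSC, epiblast stem cells, were obtained by exposing ES cells directly to 12 ng/mL FGF2 and 20 ng/mL Activin A in a chemically defined medium. ELA-EpiSC were obtained with the same factors from Epiblast-Like Aggregates (ELA), the floating cell clusters that ES cells form after withdrawal of serum and LIF. Groups were taken from the sample titles. Per the labels, each RNA sample was a pool of 3 independent sets of experiments and 50 ng of RNA was labelled with Cy3. Culture variation was therefore averaged inside each pool, and no comparison between the groups had a replicate. The titles, descriptions and molecule fields describe total RNA of EpiSC and ELA-EpiSC, whereas the source field of the EpiSC sample names an Argonaute immunoprecipitate of undifferentiated cells and that of the ELA-EpiSC sample total RNA of undifferentiated cells. The titles were used, and the source field was tested with a list of nuclear RNAs.

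The deposited scanner files hold spot intensity on a linear scale, as the mean and the median pixel brightness of each spot with its local background, not yet normalized. Per the file headers they were made with Feature Extraction version 10.7.3.1 from Agilent SurePrint G3 arrays for mouse transcripts, whose probe coordinates are those of the mm9 assembly. The authors scanned both arrays on 1 slide in 1 scan, so slide and scan did not differ between the groups. The same files carry a processed intensity from which Feature Extraction had subtracted a spatially fitted background, and a set of quality flags per spot. The authors also deposited a table of log2 values per probe, which their methods describe as background-corrected and quantile normalized with limma. The method and the offset of that correction are not stated. The difference between the arrays in that table correlated across probes at r = 0.997 with median pixel signal corrected by normexp with an offset of 0 and quantile normalized, and at r = 0.902 with the values used here. That table was used as an alternative.

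The values used here were computed from the mean spot signal and the median local background with limma 3.58.1 in R 4.3.3. Background was corrected by normexp with an offset of 50, fitted on all spots. Control spots were then left out, values were taken as log2, and the 2 arrays were quantile normalized. Spots of 1 probe were then averaged without spots flagged as non-uniform or population outliers. These flagged spots, 158 on the EpiSC array and 117 on the ELA-EpiSC array, had taken part in the quantile normalization. The offset compresses differences of dim genes, and quantile normalization forces both arrays to 1 distribution, so a shift shared by all genes cannot be seen in these values. A probe counted as detected where at least 0.5 of its spots were well above background by the Feature Extraction flag. A gene took the value of its brightest probe, by mean log2 over both arrays, among probes detected on at least 1 array. Differences are log2 ELA-EpiSC minus EpiSC throughout. Where a gene was detected on 1 array only, the brighter value was set against the higher of the dim probe's own value and the lowest detected signal of that array (5.89 for EpiSC and 6.11 for ELA-EpiSC, log2), and the ratio is given as a bound. Gene names are those of the array files. Of 29796 probes with a RefSeq accession, 28026 (94.1%) matched a RefSeq gene table of assembly GRCm38.p6, which was used for names only, and 1651 of the matched probes carry another symbol there.

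With 1 array per group no p-value can be computed. Genes were counted past an absolute difference of 1, with a mean log2 of at least 7.5, and at a second threshold of 2.5; these sizes were taken from the methods of the study. The technical yardstick was the SD over 10 replicate spots of 234 probes, which covers spot noise and neither labelling nor culture. A gene list was described by its median difference and the percentile of that median among 10000 random lists of the same size, each member drawn among the 200 genes nearest in mean log2. A list was called outside the random range where this median lay outside the central 95% of the random medians. Named genes followed a rule: 16 markers of pluripotency, priming and neural fate and 13 regulators that the study discusses; the 10 genes per direction with the largest difference among genes past 1 that were detected and unsaturated on both arrays, carried a symbol and had no probe of opposite direction; and the 5 genes per direction with the largest bound among genes detected on 1 array only. The rule, the thresholds, 21 gene lists and 13 alternatives were fixed before the data were examined. The 21 lists were the chromatin regulator families HDAC, KDM, DNMT, HAT, HMT, CHD with SWI/SNF, PRC1 and PRC2, and the cytochrome P450 family (CYP450), which the study used as a family of unrelated function, and lists of ground-state, primed, primitive-streak, neural, FGF-target, Nodal-target, RISC and microRNA machinery, nuclear RNA, 2-cell-like, Y-linked, imprinted, and hypoxia and glycolysis genes. A further 6 lists, of interferon-response, visceral endoderm, mesenchymal, YAP and SRF target, anterior neurectoderm and immediate-early genes, were written after the ends of the ranking or, for the immediate-early genes, the FGF-target result had been seen.

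The alternatives were normexp with an offset of 0 or 16, no background correction, processed signal minus the 75th percentile, normexp values scaled by the 75th percentile or the median, cyclic loess, detection on both arrays, no filter, median pixel signal, flagged spots kept, the mean of all probes of a gene, and the deposited log2 table. Counts were also taken at 2.5, at 1.5-fold and with the minimum raised to 9. Scaling to the spike-in probes was added after the data had been examined. The steps were tested on simulated arrays in which 200 of 16934 genes were changed in the comparison of EpiSC with ELA-EpiSC. Of these, 200 were found past 1 in the true direction, and 0 of the 16734 unchanged genes were called. Median estimates were 1.49 for a change of 1.5 and 2.90 for a change of 3. Both simulated arrays were built from the spot signal of the EpiSC array, with spot noise and no labelling or culture variation. The changes, 1.5 or 3 in size, were larger than the threshold and placed in bright genes. These counts therefore check the steps and give no rate of false calls for the data. Lists and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.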

Results

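The data set holds 1 array of EpiSC and 1 array of ELA-EpiSC, each hybridized with RNA pooled from 3 experiments. The question behind the pair is how close epiblast stem cells derived from ES cells by way of aggregates are to those derived directly. Each array carried 62976 spots, of which 59305 measured 55681 probes for mouse transcripts. Probes well above background numbered 36645 (65.8%) on the EpiSC array and 36206 (65.0%) on the ELA-EpiSC array, and 0 spots were saturated on either. The median spot signal was 71.7 intensity units on the EpiSC array and 79.1 on the ELA-EpiSC array, over a median local background of 26 and 25 units. The precision of every comparison is limited by the number of arrays, and no difference below has a replicate check. Replicate spots gave a measure of spot noise alone. Over 234 probes printed 10 times, the median SD of log2 signal was 0.14 within the EpiSC array and 0.18 within the ELA-EpiSC array. The difference between the arrays had a root mean square SD of 0.10 over spot pairs.

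Spike-in RNA added to both samples gave a separate view of scale. Of 10 spike-in probes, 8 were detected, and all 8 were lower on the ELA-EpiSC array, by a mean log2 difference of -0.41 (-0.57 to -0.29) before quantile normalization and -0.53 (-0.86 to -0.25) on the normalized scale. Setting the spike-in probes equal therefore moves the median difference of all genes from near 0 to 0.53, and scaling by the 75th percentile after normexp moves it to -0.18. Differences below are on the quantile-normalized scale, that is relative to the bulk of the genes. Directions that these scalings reverse are named for the medians of lists and for the genes of the fixed naming rule. They are not named for other members of lists. Spike-in scaling adds 0.53 to every difference, so it reverses smaller negative ones, such as those of Jun, Bmp2, Cited1 and Sparc.

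Expression of the 16649 genes with a mean log2 of at least 7.5 correlated between the arrays with r = 0.968 and rho = 0.960 across genes, which are not independent replicates. Dropping the filter and the minimum changed r the most, to 0.987. Without the minimum, 25851 genes gave r = 0.983, and 38125 probes gave r = 0.984. The SD of the log2 differences over the 16649 genes was 0.65, which is 6.47 times the spot SD of a difference, and the same change of filter moved it the most, to 0.49. The median absolute difference was 0.28, the central 95% of the genes lay between -1.31 and 1.37, 20.1% of the genes differed by less than the spot SD, and 72.7% by less than 0.5.

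**Figure D1:**
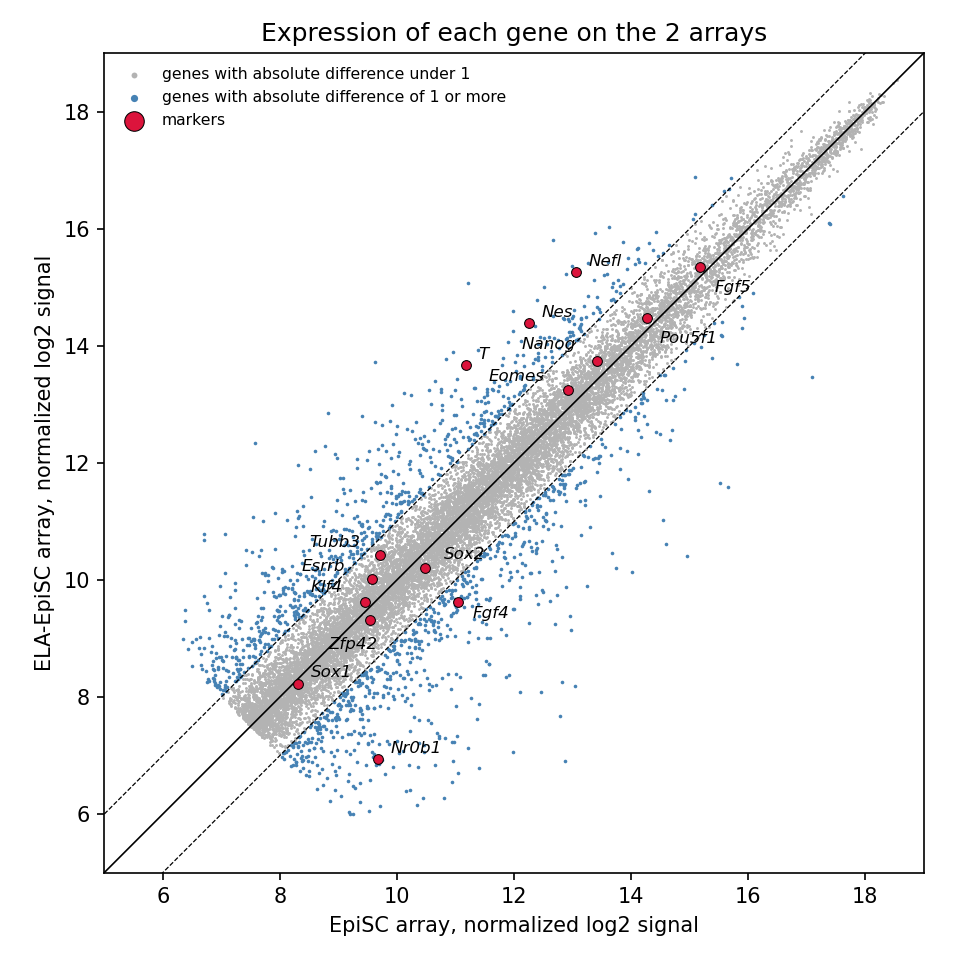
Normalized log2 signal of each of 16649 genes on the EpiSC array (x axis) and the ELA-EpiSC array (y axis), 1 point per gene. The solid line marks equal signal and the dashed lines a log2 difference of 1 in either direction, past which 1500 genes lie (blue); the red points are markers, of which T, Nes and Nefl lie above the upper dashed line and Fgf4 and Nr0b1 below the lower one.

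Of these genes, 1500 (9.01%) passed an absolute difference of 1, with 766 higher in ELA-EpiSC and 734 higher in EpiSC, so that 51.1% of them were higher in ELA-EpiSC. Scaling moved this split more than any other choice: it was 68.3% after scaling to the median and 88.9% after scaling to the spike-in probes, where 2469 genes were higher in ELA-EpiSC and 309 in EpiSC. At the threshold of 2.5 the counts were 67 higher in ELA-EpiSC and 108 higher in EpiSC. Intergenic transcripts that the array names by their genomic interval made up 1513 of the genes, and 26 of them were higher in ELA-EpiSC and 46 higher in EpiSC past 1. Probes of 1 gene did not always give the same size of difference. In 3979 genes with at least 2 probes detected on both arrays, the differences of the 2 brightest probes correlated across genes at r = 0.802. The SD of the gap between these 2 differences, divided by the square root of 2, was 0.26, against the spot SD of 0.10. A difference past the spot SD can thus lie within the disagreement between probes. Where the brightest probe passed 1, in 276 of these genes, the second probe had the same direction in 267 (96.7%) and itself passed 1 in 164 (59.4%).

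The markers with which the study followed pluripotency and priming were read next. Across 8 of these markers (Pou5f1, Fgf5, Nanog, Nes, T, Sox2, Zfp42 and Klf4), levels on the 2 arrays correlated at r = 0.901 and rho = 0.952, with 8 points and no independent replicates, and scaling by the 75th percentile or the median after normexp changed r the most, to 0.895. Pou5f1, which codes for Oct4, stood at 14.27 in EpiSC and 14.47 in ELA-EpiSC, a difference of 0.20. Sox2 differed by -0.27, which the spike-in scaling turned to 0.26. Nanog differed by 0.32 on its brightest probe and by -0.31 on another of its 3 probes. Fgf5, a marker of the epiblast, stood at 15.18 and 15.35, and its difference of 0.17 changed sign under both 75th percentile scalings. Eomes, also an epiblast marker, differed by 0.33. All 5 of these genes differed by more than the spot SD and by less than 1. The differences of Pou5f1 and Fgf5 were also smaller than the spread of 0.26 between probes of a gene.

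The ground-state markers did not move together. Nr0b1 (Dax1) fell from 9.68 to 6.94 in ELA-EpiSC, a difference of -2.74, and Fgf4 from 11.04 to 9.63, a difference of -1.41 that was -0.88 under spike-in scaling. Zfp42 (Rex1) differed by -0.22, with the opposite sign under spike-in scaling, Klf4 by 0.16 and Esrrb by 0.44. T (brachyury) rose from 11.18 in EpiSC to 13.67 in ELA-EpiSC, a difference of 2.49. Among neural markers, Nes (nestin) differed by 2.12, Nefl by 2.20 and Tubb3 by 0.72. Sox1 differed by -0.08, less than the spot SD, and changed sign under median and spike-in scaling and with the mean of its probes. Pax6 was not well above background on either array. The probe of Nr0b1 lies on chromosome X at 83441169 to 83441228, that of Fgf4 on chromosome 7 at 152051089 to 152051148, that of T on chromosome 17 at 8635302 to 8635361, that of Nes on chromosome 3 at 87784303 to 87784362 and that of Nefl on chromosome 14 at 68705638 to 68705698 (mm9). Positions within exons or untranslated regions were not analysed here.

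Regulators on which the study centres differed less. All 13 stayed under 1 on the brightest probe. Dnmt3b stood at 17.07 in EpiSC and 16.25 in ELA-EpiSC, a difference of -0.82 with a range of -1.10 to -0.82 over its 3 probes, while Dnmt3a differed by 0.49, Dnmt3l by 0.47 and Dnmt1 by 0.06. Zfp521 differed by -0.66, Chd4 by 0.43 and Kdm5b by 0.29, the last with a sign that changed under the scaling of processed signal. Ago2 differed by 0.27 on its brightest probe, and its 4 probes ranged from -1.46 to 0.47. The sign of Ago2 was negative with the mean of its probes. Differences of Ago1 (0.19), Smarcd1 (-0.13), Smarca4 (0.08), Kdm2b (-0.03) and Dicer1 (0.01) were small, and those of the last 4 changed sign under at least 1 scaling. Apart from these 4 and Kdm5b, the regulators kept their sign under every scaling.

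**Figure D2:**
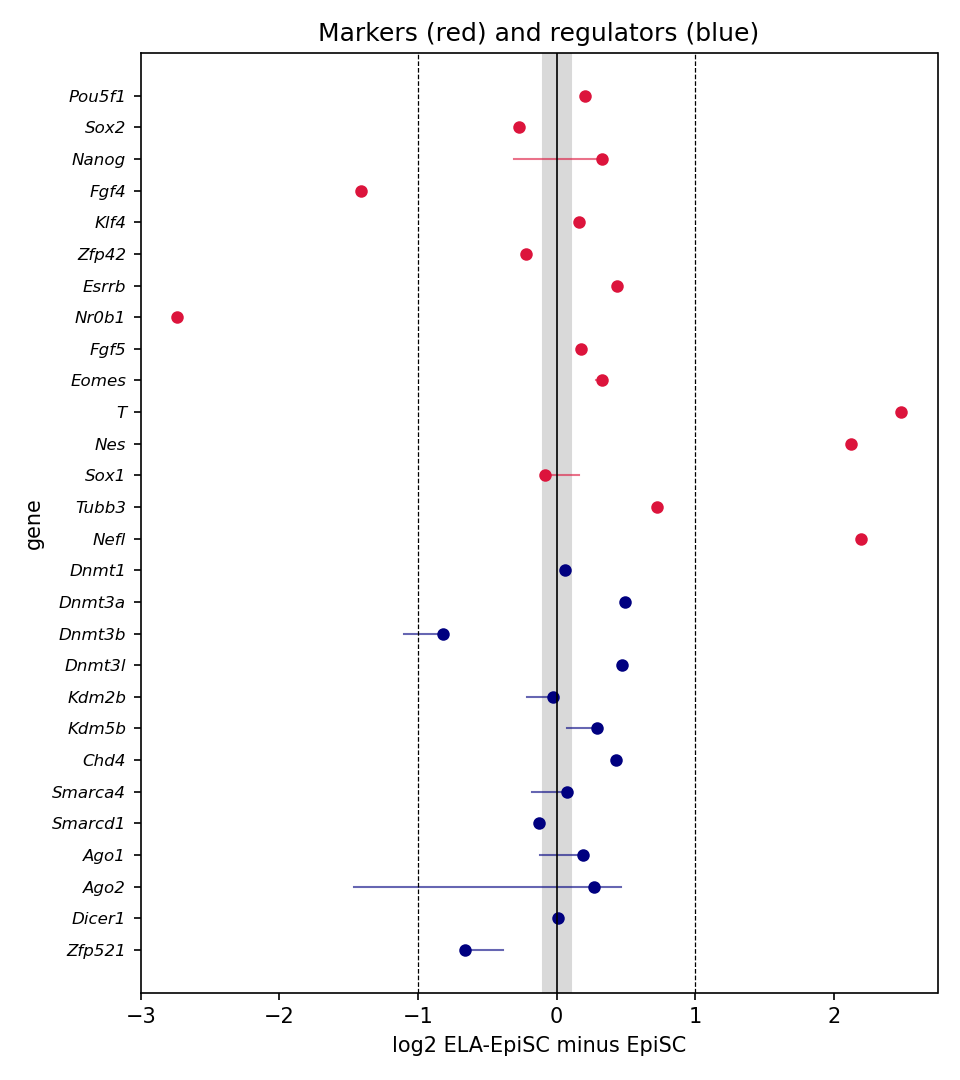
Log2 ELA-EpiSC minus EpiSC (x axis) for 15 detected markers (red) and 13 regulators (blue), 1 array per group. Points are the brightest probe of each gene, thin lines span all its detected probes, the grey band is the spot SD of a difference to either side of 0, and dashed lines mark a difference of 1; T, Nefl, Nes, Fgf4 and Nr0b1 lie outside the dashed lines, and Fgf4 comes back inside them under spike-in scaling.

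Genes with the largest differences were taken by the fixed rule from 679 genes higher in ELA-EpiSC and 582 higher in EpiSC. Csf1 led those higher in ELA-EpiSC, with 7.58 in EpiSC and 12.34 in ELA-EpiSC, a difference of 4.76. Others among the 10 were Gbp2 (4.10), Gbp2b (4.04), Wisp1 (3.98; Ccn4 in the RefSeq table), Ltb (3.87), Col1a1 (3.72), Cxcl10 (3.66), Nupr1 (3.53) and Lgals3 (3.41). Cxcl10 varied most between probes, the other of its 2 giving 1.07. Rax led the genes higher in EpiSC, with 12.87 in EpiSC and 6.91 in ELA-EpiSC, a difference of -5.96. After it came Hnf4a (-5.11), H19 (-4.86), Pilra (-4.57), Sfrp5 (-4.55), Ambp (-4.53), Tal2 (-4.39), Hesx1 (-4.37), Isl1 (-4.16) and Nxf7 (-4.10). The 7 probes of H19 ranged from -4.86 to -0.03 and the 4 probes of Pilra from -4.57 to -0.02. The probe of Csf1 lies on chromosome 3 at 107544333 to 107544392, and that of Rax on chromosome 18 at 66094331 to 66094390 (mm9). All 20 genes kept their direction and a difference past 1 under the 14 alternatives. The spike-in scaling is among these, but its constant was too small to change this for differences of such size.

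Detection on 1 array only concerned 1920 genes, 1103 on the EpiSC array and 817 on the ELA-EpiSC array. On the ELA-EpiSC array only, signal was at least 6.72-fold higher for Wnt6, at least 5.03-fold for Edn1, at least 4.84-fold for Wnt10a, at least 3.60-fold for Gpr112 and at least 3.57-fold for Tnfaip6. On the EpiSC array only, signal was at least 18.3-fold higher for F10, at least 11.8-fold for Rarres1, at least 9.01-fold for Defb36 and at least 8.86-fold for Speer7-ps1 (Speer4cos in the RefSeq table), and the bound of Ttr lay between those of Rarres1 and Defb36. The probe of Speer7-ps1 lies in a region of chromosome 5 where 11 of 37 probes share at least 80% of their bases with a probe of another name and position; it is not among the 11, and its own best identity was 43.3%. These bounds hold for the brightest probe and on the quantile-normalized scale only. The log2 differences here were 2.75 for Wnt6, -4.19 for F10 and -3.56 for Rarres1. Over the alternatives they lay between 2.55 and 5.77 for Wnt6, -7.29 and -3.66 for F10, and -7.02 and -3.03 for Rarres1. Some settings thus gave less than the bounds above, and others more. Tnfaip6 has another probe, detected on both arrays, which differed by 0.59, and Defb36 has another, also detected on both arrays, which differed by -1.71.

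The classes of chromatin regulators that the study examined for control by RISC, the microRNA-guided silencing complex, were compared as lists, as a description of these arrays, beside the cytochrome P450 family (CYP450), a comparison of unrelated function. Of these 9 families, 2, both of chromatin regulators, had a median outside the central 95% of matched random lists, and both medians were above 0 under every scaling. For the CHD and SWI/SNF family the median over 34 genes was 0.19 (percentile 98.2), with 27 genes higher in ELA-EpiSC. For the HAT family it was 0.36 over 13 genes (percentile 99.0), with 12 higher in ELA-EpiSC. The count of families fell to 1 with processed signal and with the deposited log2 values, where CHD and SWI/SNF came back inside the range. Of the others, DNMT had a median of 0.26 (percentile 87.1), KDM 0.22 (percentile 93.1) and HMT 0.21 (percentile 85.4), all above 0 under every scaling, HMT below 0 with the mean of all probes. HDAC stood at -0.04 (percentile 39.3) and PRC1 at -0.05 (percentile 41.7), both above 0 under median and spike-in scaling. CYP450 stood at -0.01 (percentile 46.5), above 0 under spike-in scaling. PRC2 had a median of 0.05 (percentile 60.8) against a mean of -0.06, and its median was below 0 under both 75th percentile scalings and with the mean of all probes.

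**Figure D3:**
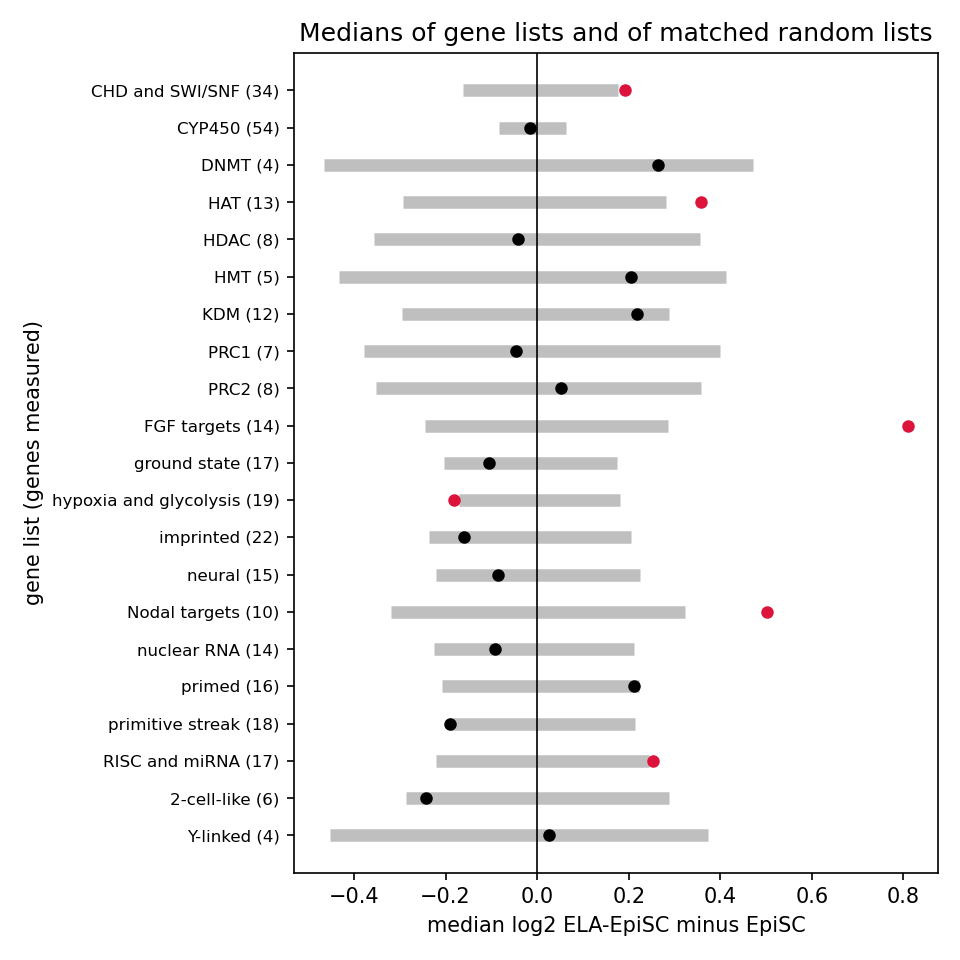
Median log2 ELA-EpiSC minus EpiSC (x axis) of 21 gene lists, with the number of genes measured in brackets, 1 array per group. Grey bars span the central 95% of the medians of 10000 matched random lists, and red points lie outside their bar; FGF targets lie farthest out, at 0.81, and the red point of the hypoxia and glycolysis list moves above 0 under spike-in scaling.

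Of the 12 other lists fixed beforehand, 4 lay outside the range, and the count was between 3 and 5 under the alternatives. FGF target genes had a median of 0.81 (percentile 100), above 0 under every scaling, with 14 of 14 genes higher in ELA-EpiSC and Egr1 (1.62), Dusp6 (1.51), Dusp4 (1.24) and Il17rd (1.20) past 1. Nodal target genes had a median of 0.50 (percentile 99.7), above 0 under every scaling, with 8 of 10 higher in ELA-EpiSC. The RISC and microRNA machinery had a median of 0.25 (percentile 98.1), above 0 under every scaling, but its percentile came back inside the range under 6 of 14 alternatives and was 90.2 with processed signal. Hypoxia and glycolysis genes had a median of -0.18 (percentile 1.79), which became 0.35 under spike-in scaling, and its percentile came back inside the range under 5 alternatives.

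The remaining 8 lists lay inside the range, although primitive-streak genes left it under 8 alternatives, primed-state genes under 4 and imprinted genes under 1. Primed-state genes had a median of 0.21 (percentile 97.0), above 0 under every scaling. Under spike-in scaling the sign was reversed for primitive-streak genes (median -0.19, percentile 2.64), ground-state genes (-0.11, percentile 15.4), neural genes (-0.08, percentile 26.2), imprinted genes (-0.16, percentile 8.39) and 2-cell-like genes (-0.24, percentile 4.11), the last also without a filter. The primitive-streak list had a mean of 0.06 and the neural list a mean of 0.12, opposite in sign to their medians. Of the 8 primitive-streak members past 1, T (2.49), Mixl1 (1.97), Wnt3 (1.42), Fgf8 (1.32) and Wnt8a (1.08) were higher in ELA-EpiSC. The others, Gata4 (-2.39), Mesp1 (-1.66) and Evx1 (-1.01), were higher in EpiSC. Imprinted genes had a mean of -0.63, below 0 under every alternative, and their 5 members past 1 (H19, Igf2, Ascl2, Nnat and Grb10) were higher in EpiSC under every alternative. Ground-state genes had a mean of -0.42, which became 0.11 under spike-in scaling. Of their 6 members past 1, 5 were higher in EpiSC (Tbx3, at -3.75, Nr0b1, Tfcp2l1, Fgf4 and Dppa5a) and Klf5 was higher in ELA-EpiSC, with 0 changes of sign under the alternatives. Y-linked genes had a median of 0.03 (percentile 60.5), below 0 under the 75th percentile scaling after normexp, without a filter, with median pixel signal and with the deposited log2 values. The nuclear RNA list, which tests the source field of the EpiSC sample, had a median of -0.09 over 14 genes (percentile 20.3), with the opposite sign under spike-in scaling. Relative to the median of all genes it was -0.09, and processed signal moved it the most, to -0.28. Among its members Malat1 differed by 0.03, Meg3 by -0.09, Neat1 by 1.39, Snhg3 by -1.81 and Airn by -2.00, and 8 of 14 were higher in EpiSC.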

Values the study reported

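For the study's own comparison of ES cells with ELA cells, which were hybridized to other arrays, differential expression required an absolute log2 fold change of at least 1, a corrected p-value below 0.05 and a mean log2 expression of at least 7.5, and 1207 genes met these criteria. For the comparison of ES cells, ELA, neural progenitors and neurons the study used a log2 threshold of 2.5. Its methods state that 200 ng of RNA was labelled for the arrays.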

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

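Spike-in scaling was chosen after the data had been examined; the other alternatives were not. No paired analysis was possible because each group had 1 array and no number pairs samples across groups. The correlation across genes was 0.968, the SD of log2 differences 0.65 and the correlation over 8 pluripotency and priming markers 0.901 in the values reported. In that order they were 0.963, 0.70 and 0.903 with normexp at offset 0; 0.965, 0.68 and 0.902 at offset 16; and 0.965, 0.68 and 0.902 with no background correction. They were 0.962, 0.71 and 0.904 with processed signal minus the 75th percentile, and 0.968, 0.66 and 0.895 with the 75th percentile or with the median after normexp. Cyclic loess gave 0.968, 0.65 and 0.898, median pixel signal 0.968, 0.65 and 0.903, the mean of all probes 0.970, 0.62 and 0.902, and the deposited log2 values 0.964, 0.72 and 0.903. For the correlation across genes and the SD alone, detection on both arrays gave 0.969 and 0.65, no filter 0.987 and 0.49, and keeping the spots marked by Feature Extraction 0.965 and 0.69. With a minimum of 9 the correlation was 0.960. Dropping the filter adds dim genes whose values lie near the offset on both arrays; the cause of the other shifts was not tested.

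The counts past 1, 766 higher in ELA-EpiSC and 734 higher in EpiSC, became 2469 and 309 under spike-in scaling, which by construction adds 1 constant to every difference. They were 67 and 108 at the threshold of 2.5, 1862 and 1796 at 1.5-fold, and 475 genes were higher in EpiSC with a minimum of 9, all by the construction of these thresholds. Under the other alternatives the counts stayed within 1.5 times those reported. Under any of the 14 alternatives, 0 genes past 1 in both settings had opposite directions. For spike-in scaling this 0 was fixed by construction, because its constant is under 1 and cannot reverse a difference past 1. The share of the genes reported past 1 that were shared fell to 83.9% with processed signal and to 71.7% with spike-in scaling. The number of regulator families outside the random range was 1 instead of 2 with processed signal and with the deposited log2 values; the cause was not tested. The nuclear RNA list, relative to the median of all genes, moved from -0.09 to -0.28 with processed signal; the cause was not tested. The number of other lists outside the range lay between 3 and 5.

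Among the 58 named genes, 804 values under alternatives held 512 that moved by less than the spot SD of a difference and 292 that moved by more; where detection on both arrays was required, 50 of the 58 gave a value. A change of sign under at least 1 alternative was seen for 10 named genes, all of them under 1 in size. Of 35 genes past 1, 0 changed sign, which the constant of spike-in scaling was too small to bring about. Of the 35, 2 fell under 1: Fgf4, to -0.88 under spike-in scaling, and Tnfaip6, to 0.59 where detection on both arrays was required. Of 23 genes under 1, 3 passed it: Tubb3 (1.25) and Dnmt3a (1.02) under spike-in scaling, and Dnmt3b (-1.21) with processed signal and also past 1 with the 75th percentile after normexp. For the 27 lists, relative to the median of all genes in each setting, 63 of 378 values moved by more than the spot SD. Signal over background limited the genes detected on 1 array, where the offset of 50 compresses the difference and only a bound is given.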

Other observations

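Chosen after the results were seen were the spike-in scaling and all tests of the chromosome 5 region; the 6 added lists were written after the ends of the ranking or the FGF result had been seen. The lists leave out the genes seen there when they were written; Ttr, which the rule for genes detected on 1 array later named, is a member of the visceral endoderm list and was left out of the test of a chance pick. Percentiles are among matched random lists and describe these 2 arrays.

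Interferon-response genes were higher in ELA-EpiSC under every scaling. Over 38 genes the median difference was 0.99 (percentile 100, so a chance pick at the ends of the ranking is argued against for the genes left in), with 32 genes higher in ELA-EpiSC and 19 past 1, among them Parp14 (2.62), Tap2 (2.56), Irgm1 (2.42) and Irf1 (2.40), whereas Usp18 (-0.83) and Lgals9 (-0.81) were lower. After subtracting the median difference of genes with the same probe GC content the list stood at 1.02, and after subtracting that of neighbouring spots at 0.97. The GC correction itself was small, moving 0.18% of 16649 genes by more than the spot SD; the position correction moved 13.0% of them. Relative to all genes, the median lay between 0.92 and 1.32 over 13 alternatives. These values argue against GC content, array position and normalization as the whole cause. RNA from mesenchymal cells in the ELA-EpiSC pool stays open. The mesenchymal list had a median of 0.61 (percentile 100), above 0 under every scaling, with 16 of 22 members higher by more than the spot SD and 4 lower. With the spike-in probes set equal, the list had 1 member higher in EpiSC. Of its 5 most abundant members by mean log2, Sparc differed by -0.13, with probes from -0.58 to 0.49, Tagln by 1.91, Vim by 2.54 (from 13.38 to 15.92), Fn1 by 1.10 and Acta2 by 0.68. Of these genes 20 were detected on the EpiSC array too, so other cells in the pool and a change in the same cells cannot be told apart. An interferon response that differs between the derivation routes may be a biological explanation, and it was not tested.

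By their median, visceral endoderm genes were higher in EpiSC, except under spike-in scaling. The median over 28 genes was -0.46, with 21 genes higher in EpiSC. The mean was -0.90, and of the members past 1, 9 were higher in EpiSC and 1 in ELA-EpiSC. Without Ttr the median was -0.46 over 27 genes (percentile 0), which argues against a chance pick at the ends of the ranking. It was -0.44 after the GC correction and -0.45 after the position correction, and relative to all genes it lay between -0.89 and -0.33 over 13 alternatives. Setting the spike-in probes equal gave a median of 0.070, with 13 of 28 genes still higher in EpiSC. This adds 1 constant to every gene, so it leaves the list's place among other genes as it was, at -0.46 relative to all genes. A larger share of endoderm cells in the EpiSC pool may be an explanation. By more than the spot SD, 19 members were lower in ELA-EpiSC and 6 were higher. Of the 7 most abundant members by mean log2, Spink3 differed by -3.62 (from 17.09 to 13.47), Apoe by -0.81, Cited1 by -0.46, Foxa1 by -0.86, Bmp2 by -0.27 and Rbp4 by -3.23, while Lrp2 differed by 1.52 on its brightest probe and 0.17 on the other. Members moved both ways, and 3 of the 6 that rose (Afp, Apob and Sox7) lay near the lowest detected signal. Among those that fell, Slc39a5, Apoa4, Fgb, Pla2g12b and Ihh had a mean log2 below that of Apob. The arrays hold no separated cells. A share of endoderm cells and a change in the same cells cannot be told apart here.

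FGF target genes were higher in ELA-EpiSC under every scaling, although both cultures received FGF2. The median of 0.81 became 0.80 after the GC correction and 0.85 after the position correction, and relative to all genes it lay between 0.75 and 0.94 over 13 alternatives. An immediate-early response to handling could give the same result. The list of 21 immediate-early genes outside the FGF list had a median of 0.54 (percentile 100), above 0 under every scaling. By more than the spot SD, 14 of these genes were higher in ELA-EpiSC and 6 lower. Among them were Atf3 (2.75), Gadd45b (2.75) and Junb (1.43), and Fos (-0.90), Btg2 (-0.81) and Jun (-0.30). With the spike-in probes set equal, 3 of the 21 genes were higher in EpiSC. FGF signalling also induces many of these genes, so handling and signalling cannot be told apart. A difference in FGF signalling between the derivation routes was not tested.

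The source field of the EpiSC sample names an Argonaute immunoprecipitate. If the EpiSC array carried Argonaute-bound cytosolic RNA, nuclear RNAs would be far lower there and the list of 14 nuclear RNAs would lie at the upper end of random lists. Its percentile was 20.3, and between 2.83 and 27.4 over 14 alternatives, which argues against such RNA on that array. No biological explanation applies to a label.

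One region was chosen after its values were seen. On chromosome 5 between 14911341 and 15220317 (mm9), 37 probes carry 18 names, most of them intergenic intervals, with Speer and Gm gene models among the others. Of these probes 36 were higher in EpiSC, and 16 were detected on the EpiSC array only. The median difference was -1.43 (-4.92 to 0.21), and -0.90 with the spike-in probes set equal. It was -1.48 after the position correction, and relative to all genes it lay between -3.61 and -1.42 over 10 alternatives, which argues against position and normalization as the whole cause. The size of the difference thus depended strongly on the processing. Several probes may read 1 repeated sequence: 11 of the 37 share at least 80% of their bases with a probe of another name at another position in the region, against 0 of as many intergenic probes drawn at random. Of the 11, 2 lie at the same position under different names and so read 1 locus, each also resembling a probe elsewhere in the region (95% and 93.3%). The other probes are less alike, with a median best identity of 46.7% over the region and 43.3% for the random probes, and sequence alone cannot show which transcripts hybridized. Whether 1 repeated transcript or several transcripts differ cannot be told apart.

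The remaining added lists gave 2 further values. YAP and SRF target genes had a median of 1.20 over 19 genes (percentile 100), above 0 under every scaling, with 18 higher in ELA-EpiSC. Anterior neurectoderm genes, of the kind of Rax and Hesx1, had a median of -0.02 over 9 genes (percentile 42.7), above 0 with detection on both arrays, median pixel signal, the deposited log2 values and spike-in scaling, so the difference of Rax was not shared by this list. The anterior list shares 4 genes with the neural list and 1 with the primed list.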
